A study of Sus scrofa with 6 samples.

How the data were processed

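Endometrium, the inner lining of the uterus, was taken from 6 Erhualian sows, a Chinese pig breed (Sus scrofa), on day 12 of gestation. Per the labels, 3 sows were high prolific and 3 were low prolific, and each library came from 1 sow. Total RNA was extracted with Trizol from frozen tissue and sequenced on an Illumina library. Sows are named here by group and label number (high 1 to high 3, low 1 to low 3). Parity, the number of litters borne, was 5, 8 and 8 in high 1, high 2 and high 3, and 7, 7 and 5 in low 1, low 2 and low 3.

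The deposited table gave 1 normalized read count per gene and library, a signal that is never negative, is not whole and is not scaled to a fixed total. Per the submitters' processing notes, the authors used Subread 1.6, featureCounts and edgeR, with roles and settings not given in the sources used here. The genome build, the annotation release and the strand setting of the counting were likewise not given in the sources used here, so no coordinates are reported. The deposited columns summed to 23628125, 22663087 and 22930934 in high 1 to high 3 and to 23063409, 24270245 and 24089663 in low 1 to low 3. These near-equal sums are set by the normalization and are not sequencing depths. The depth behind each value is therefore unknown, and no counting interval is given. The kind of normalization was not given in the sources used here either. The values may thus be adjusted counts rather than reads scaled by a single factor per library. Values under 20 lay within 0.1 of whole multiples of a single best step in between 40.6% of cases (high 2) and 100% (high 3), so whole reads were not recovered and no count model was applied. The table held 14262 genes, each at 10 or more in at least 3 libraries, and the smallest gene mean was 17.6. Low and absent genes had thus been removed before deposit, and the planned filter of 10 or more in at least 3 libraries removed 0 genes. Gene symbols came from a table of Ensembl gene identifiers, which matched 11977 of the 14262, and the other 2285 keep their identifiers. Of the genes named in advance, FGF7 matched no row and is not analysed here. A result on 1 marker gene is not reported here. Reads shared between near-identical copies, such as hemoglobin, histocompatibility or ribosomal protein genes and their pseudogenes, or between overlapping genes, may have been split or dropped in the counting.

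The groups were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a variance trend, robust moderation and a two-sided moderated test. P-values were adjusted by the Benjamini-Hochberg method over the 14262 genes, at a threshold of 0.05. Log2 fold changes are high minus low prolific on that log2(value + 1) scale, which understates the change of low genes. Folds in the text are 2 to the power of these values. Means are given with the SD over 3 sows, and log2 fold changes with the moderated standard error. The test, the gene lists, the alternatives and the rule for named genes were set before the data were examined.

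That rule took the 8 genes with the largest rise and the 8 with the largest fall among genes past the threshold. Where fewer than 8 passed, genes with the smallest unadjusted p in that direction completed the 8. All needed a symbol, a mean of at least 50 over the 6 libraries and groups that did not overlap. It also took at most 4 members of each pathway list by p, and 12 genes fixed by name, ESR1, PGR, SPP1, STC1, FGF7, LPAR3, S100G, TRPV6, ATP2B1, PTGS2, PTGES and AKR1B1. Markers of cell types and any other gene in the text were chosen after their values were seen.

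There were 37 gene lists, of pathways and of cell types that a uterine sample could hold, and the 32 with at least 5 measured members were tested. The test was limma's camera with its preset correlation between genes of 0.01, adjusted over the 32 lists, which compares the members with all other genes. Camera with an estimated correlation and fry, which tests whether members move one way without comparing them with other genes, stood beside it, with fry's mixed test for change in either direction. Members were also adjusted over the list alone. A list score is the mean, over the members, of log2(value + 1) minus the gene's mean over the 6 libraries. Scores, column sums and shares were compared by an exact two-sided permutation test, whose 20 assignments of 3 against 3 allow no p below 0.1.

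The procedure was tested on simulated data for the comparison of high with low prolific sows, over 14262 genes in 10 runs with 200 changed genes each. It recovered 50.7% of 2-fold, 85.5% of 4-fold and 95% of 8-fold changes, and 5.64% of its calls were false. With no change simulated it called 0 genes, and a list shifted by 0.5 log2 units was found in 10 of 10 runs. In these runs 0 other lists were called per run, while other splits of the real sows gave between 5 and 11 lists by camera. The simulated rates for lists may therefore not carry over to these data. The recovery of lists with smaller shifts is not known.

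The alternatives were 2 other scalings (median of ratios and quantile normalization), pseudocounts of 0.1 and 2, no filter or a mean of at least 5, no variance trend, library weights, the replicate number as a block, parity as a covariate, and each library left out in turn. Chosen after seeing the data were a filter at a mean of at least 200, which kept 10868 genes, and leaving out both low 2 and low 3. All 10 splits of the 6 libraries into 3 and 3 were also fitted. Tests, figures and tables also used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.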

Results

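The transcriptome of the endometrium was measured on day 12 of gestation in 3 high prolific and 3 low prolific Erhualian sows. In pigs this is the time of maternal recognition of pregnancy, when the elongating conceptus signals to the uterus by estrogen. The title of the series sets litter size beside calcium ion concentration, so genes of calcium handling were followed first. All values are normalized read counts, given as mean ± SD over 3 sows per group. The values summed to between 22663087 (high 2) and 24270245 (low 2) per library (exact permutation p = 0.2 between groups). The 10 most abundant genes took between 4.29% (high 3) and 5.95% (low 2) of a column, and the collagen gene COL3A1 led in each of the 6 libraries. Pearson correlations of log2 values between libraries, across genes that are not independent replicates, lay between 0.930 (high 2 and low 2) and 0.978 (high 3 and low 1). The first principal component held 43.6% of the variance and set low 2 and low 3 (-0.53 and -0.54) apart from high 2 (0.50), high 3 (0.37), low 1 (0.19) and high 1 (0.02).

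Of the genes with the smallest unadjusted p, 2 higher in high prolific sows encode calcium exchangers of the plasma membrane. SLC24A4, a potassium-dependent sodium/calcium exchanger, was at 25305 ± 3789 in high and 10105 ± 1776 in low prolific sows (SD, n = 3), 2.51-fold higher in high prolific sows. SLC8A3, a sodium/calcium exchanger, was at 265 ± 54.7 and 98 ± 9.5, 2.66-fold higher. SPP1, osteopontin, a secreted calcium-binding glycoprotein of the implantation window, was 3.22-fold lower in high prolific sows, at 318 ± 83.3 against 1040 ± 363. SLPI, a secreted inhibitor of leukocyte proteases, was 3.62-fold lower (778 ± 152 against 2816 ± 604), and C6, a component of the complement attack complex, 6.90-fold lower (12.8 ± 0.61 against 100 ± 41.9). None of these passed over all genes: limma called 0 of 14262 genes at an adjusted p under 0.05, and the smallest adjusted p was 0.493. At an unadjusted p under 0.05 there were 1129 genes, 546 higher and 583 lower in high prolific sows, where 713.1 would be expected by chance. The groups did not overlap in 1926 genes, 13.5% of those tested, against 10% by chance. Other splits of the same sows gave more, with 2931 such genes for high 1, high 2 and low 3 against the rest and 2825 for high 1, low 2 and low 3, and 1771 and 1897 at an unadjusted p under 0.05. No count model was run on these values. The median standard error of a log2 fold change was 0.19. Without low 1 the test called 4 genes and without low 2 it called 1, and the unadjusted count ranged from 466 without high 2 to 1872 without low 1, with 632 without low 2.

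In no direction did 8 genes pass, so those with the smallest unadjusted p stand for the rule, as values that did not pass. Beside SLC24A4 and SLC8A3, NAALAD2, a peptidase, was higher in high prolific sows, at 3750 ± 362 against 1748 ± 219 (log2 fold change 1.10 ± 0.13, SE). KIF5C, a kinesin heavy chain, was at 454 ± 42 against 202 ± 26.9. HECTD4 (9753 ± 881 against 5888 ± 139), RASSF4 (4018 ± 341 against 2527 ± 184) and TATDN3 (379 ± 36.4 against 185 ± 37.1) were higher too. SGPP2, a sphingosine-1-phosphate phosphatase, had the widest gap of these, 697 ± 319 against 72.9 ± 44.1, or 9.95-fold. Lower in high prolific sows, beside SLPI and C6, were SUSD2 at 64.1 ± 18.7 against 508 ± 153 (7.79-fold) and FMO1, a flavin monooxygenase, at 1109 ± 339 against 4702 ± 1459 (4.22-fold). CDH16, a cadherin of epithelia, was at 595 ± 68.6 against 1492 ± 356 (2.47-fold), and TNFAIP3, which restrains NF-kappaB signalling, at 2160 ± 259 against 4003 ± 517 (1.85-fold). ST3GAL5, a ganglioside synthase, was at 193 ± 3.4 against 532 ± 173, and FADS6 at 331 ± 41.9 against 611 ± 10.2. The adjusted p of these 16 genes lay between 0.493 and 0.619 with limma.

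**Figure D1:**
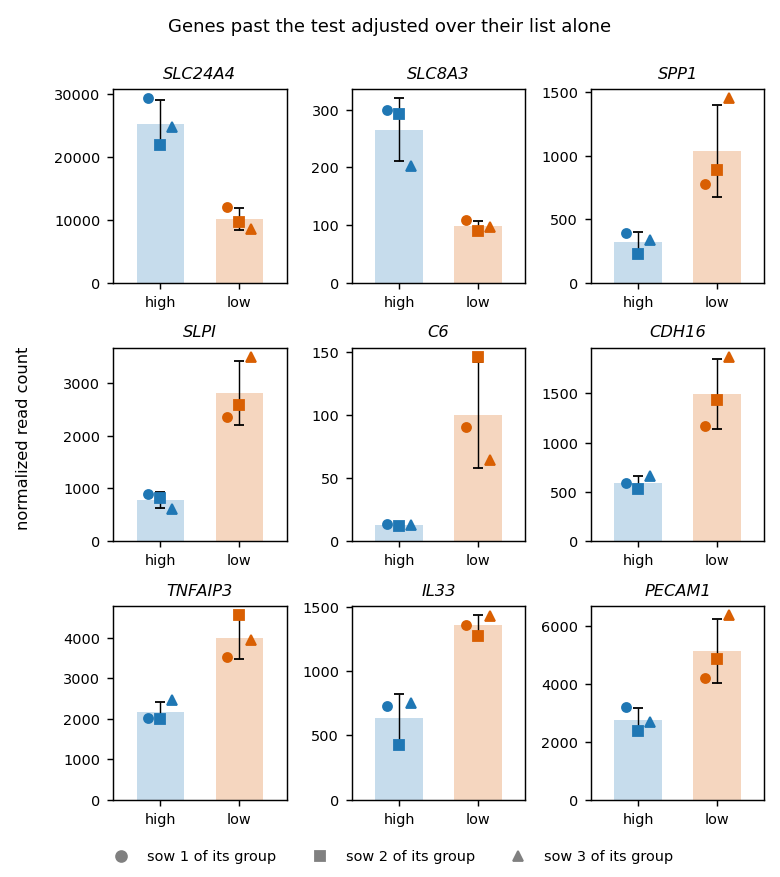
Normalized read counts (linear axes from 0) of 9 genes in the high (blue) and low (orange) prolific sows. Bars are means of 3 sows, error bars SD and points single sows, and in each panel all 3 sows of one group lie on one side of the other group (SLC24A4 25305 against 10105, SLPI 778 against 2816 on average).

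Among 57 measured calcium channels, pumps and exchangers, 30 lay higher and 27 lower in high prolific sows, and as a group they did not pass camera (adjusted p = 0.289). Fry's mixed test, for change in either direction and without comparison with other genes, called the list (adjusted p = 0.0403), but not without high 2 (0.299), high 3 (0.129), low 2 (0.699) or low 3 (0.0506), without both low 2 and low 3 (0.479) or with library weights (0.0507). Adjusted over the list alone, 2 passed, SLC24A4 and SLC8A3 (both adjusted p = 0.0123 with limma), against 0 over all genes tested, and each was higher in all 3 high than in all 3 low prolific sows. The calcium channel subunits CACNA2D1 (1737 ± 360 against 1047 ± 116) and CACNA1D (1069 ± 128 against 760 ± 67.3) also lay higher without passing. TRPV6, the apical calcium channel of absorbing epithelia, ranged from 1391 to 11187 in high and from 3297 to 26888 in low prolific sows (log2 fold change -2.05 ± 1.08), a value that was -3.05 without low 1, -2.96 without high 1, -1.45 without high 2 and -0.05 without both low 2 and low 3. ATP2B1, a plasma membrane calcium pump, was at 3637 ± 416 against 3897 ± 434, and its log2 fold change turned to 0.042 without both low 2 and low 3. The 2 exchanger calls were each lost without high 1 (SLC24A4 adjusted p = 0.0576 and SLC8A3 0.0668 over the list alone) and without low 2 (both 0.0612), and that of SLC8A3 without high 2 (0.0818), while the filter at a mean of at least 200 left SLC8A3 out. Leaving out both low 2 and low 3 ended both calls as well (0.231), with log2 fold changes of 1.06 and 1.27.

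Calcium-binding proteins lay lower in high prolific sows, 34 of 41 measured members, with a median log2 fold change of -0.16. The list passed camera (adjusted p = 0.00279), but not with an estimated correlation, where the adjusted p = 0.651. Its score overlapped between the groups, at 0.05 in high 1 against 0.0021 in low 1. The list shares 3 members with the protein folding list and 2, S100A8 and S100A12, with the neutrophil, eosinophil and mast cell markers. These were at 5414 and 7533 in low 2, at 10857 and 5283 in low 3 and at no more than 713 and 582 in the other 4 sows, and the list mean of -0.40 lay below its median. S100G, the vitamin D-dependent calcium-binding protein of epithelia, was at 846 ± 372 against 2512 ± 1474, S100A10 at 2021 ± 367 against 3248 ± 282 and ANXA5 at 5698 ± 685 against 8339 ± 1566. ANXA13 went the other way, at 143 ± 17.1 against 74.5 ± 26.8. No member passed adjusted over the list alone or over all genes. Among 50 calcium signalling kinases, phosphatases and effectors, 21 lay higher and 29 lower (camera adjusted p = 0.289), with PTGFR, the prostaglandin F receptor, at 748 ± 24.3 against 387 ± 113 and MYLK, EDNRA and CHRM2 lower by 0.41, 0.64 and 0.60 in log2 units, none past the test.

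The systemic calcium and vitamin D regulators, 15 measured, did not pass as a group (camera adjusted p = 0.267). SPP1 passed adjusted over the list alone (adjusted p = 0.0164 with limma, lower in all 3 high prolific sows), with 0 over all genes tested. STC1, stanniocalcin, varied over more than 10-fold within each group, with 11641 in high 1, 9814 in low 3 and between 350 and 727 in the other 4 sows, so its log2 fold change was 0.63 ± 1.64 and turned to -0.73 without high 1, -0.08 without low 1 and -0.22 without low 2. With parity as a covariate it was 1.74 and did not pass over all genes. STC2 was at 858 in high 2 and 555 in high 3, the sows of parity 8, and between 60.5 and 97.7 in the rest. No low prolific sow had that parity, so group and parity cannot be told apart for STC2. PTHLH was at 286 ± 205 against 766 ± 453, with low 1 (273) inside the range of the high prolific sows, and its log2 fold change of -1.46 was -2.09 without low 1, -0.87 without high 2 and -0.22 without both low 2 and low 3. RAMP2 was at 1038 ± 216 against 1422 ± 361. The SPP1 call was lost without high 2 (adjusted p = 0.0548 over the list alone), high 3 (0.0607) or low 2 (0.0514), and without both low 2 and low 3. Its log2 fold change was then -1.47, -1.73, -1.77 and -1.32, in that order, against -1.69 as reported.

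Endometrial genes of the maternal recognition window lay lower in high prolific sows, 31 of 43 members, with a median log2 fold change of -0.31. The list passed camera (adjusted p = 0.00526), but the adjusted p = 0.651 with an estimated correlation. SPP1 again passed adjusted over the list alone (adjusted p = 0.0470 with limma), and 0 members did over all genes tested. MET, the hepatocyte growth factor receptor, was at 5745 ± 1261 against 11761 ± 2409. ADAMTS20 was at 9336 in low 2, 1217 in low 3 and between 25.2 and 236 in the other 4 sows. AKR1B1, an aldo-keto reductase with prostaglandin F synthase activity, was at 154398 in low 2 and 48021 in low 3, and between 4158 and 14478 in the others (log2 fold change -2.30 ± 1.00). That value was -3.32 without low 1, -1.37 without low 2 and -0.25 without both low 2 and low 3. LPAR3, a lysophosphatidic acid receptor needed for implantation spacing in mice, was at 1126 ± 1404 against 3606 ± 2314, with a log2 fold change of -2.25 that was -3.30 without high 3 and -1.65 without high 2. The list call was lost without low 3 (camera adjusted p = 0.0582, median -0.19) and without both low 2 and low 3 (median -0.24). Leaving out any library other than low 1 ended the SPP1 call in this list (high 1 0.0764, high 2 0.0786, high 3 0.0560, low 2 0.147, low 3 0.0803). Leaving out both low 2 and low 3 or the variance trend (0.0667) ended it too. Over the 18 alternatives the log2 fold change of SPP1 stayed between -1.87 and -1.32.

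**Figure D2:**
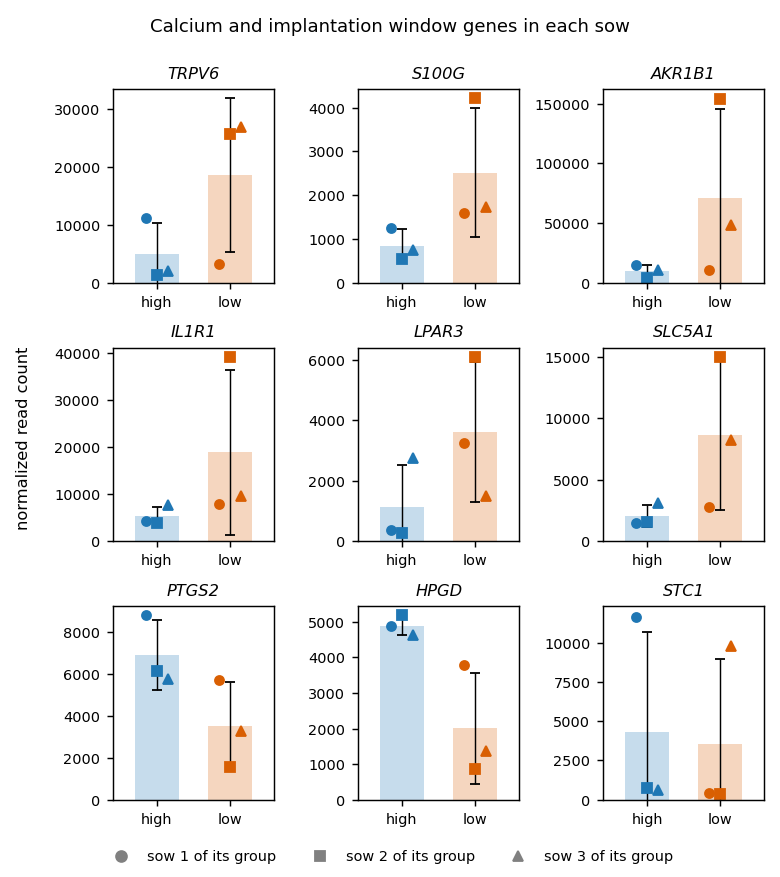
Normalized read counts (linear axes from 0) of 9 genes of calcium transport and the implantation window in high (blue) and low (orange) prolific sows. Bars are means of 3 sows, error bars SD and points single sows, with AKR1B1 at 154398 in low 2 and STC1 at 11641 in high 1 and 9814 in low 3.

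Prostaglandin genes did not pass as a group (21 measured, 10 higher and 11 lower, camera adjusted p = 0.701). PTGS2, the inducible cyclooxygenase, was at 6895 ± 1661 in high and 3520 ± 2097 in low prolific sows, PLA2G4A, which releases arachidonic acid, at 3108 ± 307 against 1758 ± 800, and HPGD, which inactivates prostaglandins, at 4898 ± 274 against 2006 ± 1561. In these 3 genes the groups did not overlap, yet none passed over the list or over all genes. In PTGS2 the gap lay between 5741 in high 3 and 5729 in low 1. Without both low 2 and low 3 the log2 fold changes went from 1.14 to 0.24 for PTGS2, from 0.91 to 0.21 for PLA2G4A and from 1.57 to 0.37 for HPGD, which was 2.17 without low 1. PTGES was at 596 ± 232 against 440 ± 144, a log2 fold change of 0.41. That value ran from 0.13 without low 3 to 0.75 without high 1, and was 0.17 with parity as a covariate. Steroid receptors and enzymes, 28 measured, did not pass either (camera adjusted p = 0.862), and their median (0.05) and mean (-0.08) log2 fold changes had opposite signs. The estrogen receptor ESR1 was at 8014 ± 1437 against 6747 ± 2602 and the progesterone receptor PGR at 771 ± 32.1 against 729 ± 75.3. The ESR1 log2 fold change of 0.30 ran from 0.11 without low 3 to 0.60 without low 1 over the single left-out libraries. PGRMC1 was at 25289 ± 713 against 20592 ± 737, and the estrogen sulfotransferase SULT1E1 at 649 ± 358 against 1518 ± 750, without passing. Without both low 2 and low 3, SULT1E1 went from -1.20 to -0.19, and PTGES (-0.024), ESR1 (-0.30) and PGR (-0.051) turned.

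Extracellular matrix genes lay lower in high prolific sows, with 43 of 52 collagens and other matrix proteins below 0 (median log2 fold change -0.31, camera adjusted p = 9.4e-05, adjusted p = 0.651 with an estimated correlation). VCAN, versican, was at 1592 ± 303 against 3448 ± 644, BGN, biglycan, at 2857 ± 326 against 4760 ± 811 and COL15A1 at 3414 ± 319 against 6016 ± 1277, while FMOD, fibromodulin, was at 8142 ± 2636 against 4081 ± 897. Matrix proteases and inhibitors were lower in 32 of 39 members (camera adjusted p = 0.00489, adjusted p = 0.651 with an estimated correlation), among them SERPINB2 at 24.9 ± 19.4 against 130 ± 82.4 and MMP1 at 10.8 ± 5.7 against 34.1 ± 7.56. SERPINB2 had a log2 fold change of -2.52, which was -1.75 without high 2, -3.12 without high 1 and -1.66 without both low 2 and low 3. The median of this list was -0.17 and the mean -0.44, and 2 members, MMP8 (4383 ± 4269 against 7751 ± 5256, with a log2 fold change of -1.66 that turned to 0.067 without high 2) and MMP9 (55.7 ± 24 against 42.9 ± 2.81), are also neutrophil markers, a list whose score was 0.75 in both low 2 and low 3. No member of either list passed adjusted over the list alone. Cell adhesion genes were lower in 39 of 60 members (camera adjusted p = 0.00533, adjusted p = 0.651 with an estimated correlation). Of these, CDH16 passed adjusted over the list alone (adjusted p = 0.0233 with limma, lower in all 3 high prolific sows) and 0 passed over all genes tested. CLDN1, a tight junction claudin, was at 498 ± 216 against 1747 ± 778, and its log2 fold change went from -1.79 to -0.92 without both low 2 and low 3. Without low 3 the protease and adhesion lists were no longer called (both camera adjusted p = 0.0582), with medians of -0.09 and -0.14. With parity as a covariate the adhesion list was not called (0.0509), nor was CDH16 (0.0551). The sizes moved little with parity, from a median of -0.20 to -0.17 for the list and from -1.30 ± 0.19 to -1.25 ± 0.20 (SE) for CDH16. The CDH16 call was also lost without high 1 (0.127), high 2 (0.138), high 3 (0.0706) or low 2 (0.118), and without both low 2 and low 3 (0.244). With both low 2 and low 3 left out none of the 3 lists passed, and the median of the collagen list turned to 0.06.

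Inflammatory cytokines and chemokines were lower in high prolific sows in 21 of 31 members (median log2 fold change -0.34, camera adjusted p = 0.00526, adjusted p = 0.651 with an estimated correlation). Adjusted over the list alone, TNFAIP3 (adjusted p = 0.0172 with limma) and IL33, an alarmin of epithelium and endothelium (0.0346, 638 ± 182 against 1357 ± 78.5), passed, and 0 over all genes tested. ICAM1 was at 332 ± 42.2 against 497 ± 89.3, and the chemokine CCL25 was higher, at 181 ± 35.9 against 112 ± 7.95, both without passing. Complement, acute phase and antimicrobial genes were lower in 14 of 24 members (median -0.25, camera adjusted p = 0.0264, adjusted p = 0.675 with an estimated correlation), and SLPI and C6 passed adjusted over the list alone (both adjusted p = 0.00166 with limma, each lower in all 3 high prolific sows). SLPI passed in all 18 alternatives, and C6 in 17, since its mean is below the filter at 200. C6 lay between 12.3 and 13.5 in the high prolific sows, near the minimum of 10. The counting error of such low values is not known, so the size and small spread of C6 there are uncertain. Fry's mixed test called this list as well (adjusted p = 0.0241), but not without high 2 (0.451) or high 3 (0.270) or with the filter at 200 (0.253). By camera the complement list was lost without high 3 (0.226, median -0.03) or low 3 (0.546, median -0.02) and with parity as a covariate (0.0922, median -0.03). It was also lost with library weights (0.184, median -0.10) and with the filter at 200 (0.0541, median -0.25). Without both low 2 and low 3 it was not called, and its median turned to 0.105. The complement list shares C1QA, C1QB and C1QC with the markers of macrophages, monocytes and dendritic cells. It shares PGLYRP1 with the neutrophil markers. The complement and macrophage scores were both lowest in high 3 (-0.37 and -0.21) and highest in low 3 (0.47 and 0.31). They had opposite signs in high 1 (0.02 and -0.02), high 2 (-0.16 and 0.08) and low 2 (0.13 and -0.13). The cytokine list was lost without low 3 (camera adjusted p = 0.0971), where its median was -0.11. Its score was -0.49 in high 2 and 0.58 in low 3, and between -0.06 and 0.03 in the other sows. TNFAIP3 was lost without high 1 (0.0568), high 2 (0.0546) or low 3 (0.0693), and IL33 without high 1 (0.0568), low 1 (0.0793), low 2 (0.0713) or low 3 (0.0988), with library weights or no variance trend (both 0.0505) and with parity (0.0588, log2 fold change -1.06 against -1.13). Without both low 2 and low 3 neither TNFAIP3 (0.154) nor IL33 (0.209) was called.

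Cell cycle genes were lower in 29 of 33 members, with a median log2 fold change of -0.95 (camera adjusted p = 9.4e-05, adjusted p = 0.675 with an estimated correlation). Examples are TPX2, a spindle protein, at 168 ± 106 against 664 ± 509, RACGAP1 at 131 ± 72.2 against 321 ± 179 and MCM6, a replication helicase subunit, at 490 ± 33.3 against 710 ± 179. Interferon-stimulated genes were higher in 30 of 39 members (median 0.43, camera adjusted p = 0.0122, adjusted p = 0.771 with an estimated correlation), such as USP18 at 2018 ± 548 against 864 ± 811 and IFIH1, a sensor of viral RNA, at 1673 ± 299 against 1055 ± 599. IRF1 (959 ± 88.8 against 1487 ± 529) and CXCL10 (189 ± 35.4 against 1037 ± 1219) lay lower. CXCL10 was at 2433 in low 3, while low 2 (187) lay within the range of the high prolific sows, and its log2 fold change of -1.69 was -0.69 without low 3 and -2.54 without low 2. No member of either list passed adjusted over the list alone or over all genes. Both lists followed low 2 and low 3, since the cell cycle score was 1.12 and 0.99 there, -0.88 in low 1, and 0.14, -0.52 and -0.85 in high 1 to high 3. The interferon score was -0.79 and -0.27 in low 2 and low 3, 0.54 in low 1, and -0.18, 0.25 and 0.46 in high 1 to high 3. With both left out, which leaves low 1 alone to stand for its group and to vary as the others do, the medians turned to 0.53 for cell cycle (camera adjusted p = 0.00315) and -0.33 for interferon genes (0.000139). Among the genes named, TPX2 turned from -1.67 to 0.16 and IFIH1 from 0.80 to -0.053, and RACGAP1 went from -1.21 to -0.05 and USP18 from 1.59 to 0.13. Without low 1, TPX2 was -2.59 and USP18 2.32, and without low 2 TPX2 was -1.04. The interferon list was also lost by camera without high 3 (0.236, median 0.26), low 2 (0.585, median 0.16) or low 3 (0.137, median 0.30). With parity as a covariate it was lost as well (0.110, median 0.28).

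Protein folding, heat shock and endoplasmic reticulum stress genes were lower in 28 of 32 members (median -0.26, camera adjusted p = 9.4e-05, adjusted p = 0.651 with an estimated correlation), with DNAJB9 at 1461 ± 271 against 2268 ± 94.5 and MANF at 1812 ± 275 against 2482 ± 595. The list score did not separate the groups (exact permutation p = 0.3), since low 3 (-0.14) lay below high 1 and high 3 (both -0.07), with high 2 at -0.25, low 1 at 0.16 and low 2 at 0.37. Solute carriers were lower in 41 of 62 members (median -0.14, camera adjusted p = 0.0369, adjusted p = 0.651 with an estimated correlation), among them the glucose transporter SLC5A1 at 2049 ± 921 against 8642 ± 6127 (log2 fold change -1.85, -2.52 without low 1 and -0.51 without both low 2 and low 3) and the amino acid transporters SLC1A5 (464 ± 145 against 781 ± 96.9) and SLC1A4 (222 ± 33.4 against 372 ± 103). No member of these 2 lists passed adjusted over the list alone. The solute carrier list was lost without high 1 (0.0560, median -0.15), high 2 (0.136, -0.13), low 1 (0.0601, -0.18) or low 2 (0.0790, -0.18). It was also lost with parity as a covariate (0.0922, median -0.12). Without both low 2 and low 3 it was not called either, with a median of -0.17.

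The remaining pathway lists did not pass camera. The adjusted p was 0.0863 for glycolysis and hypoxia (ENO1 at 3443 ± 394 against 5044 ± 801), 0.243 for growth factors and their receptors (IGFBP6 at 333 ± 186 against 697 ± 64.3, a log2 fold change of -1.29 that was -0.66 without high 2), 0.287 for immediate early genes (GADD45B at 649 ± 43.9 against 928 ± 83.7) and 0.425 for oxidative phosphorylation. It was 0.794 for TGF-beta, BMP, WNT and Notch signalling and 0.868 for cytosolic ribosomal proteins. The first of these had a median of -0.04 and a mean of 0.01, of opposite sign, with INHBB, an inhibin and activin subunit, at 736 ± 180 against 1719 ± 299 and GDF15, ID4 and WNT5A higher by 1.53, 1.20 and 0.78 in log2 units, none past the test. Without both low 2 and low 3, GDF15 was at 0.76 and ID4 at 0.42 in log2 units. Of the mitochondrially encoded genes listed, 0 matched a row.

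Markers of vessels and muscle lay lower in high prolific sows. Endothelial markers were lower in 15 of 16 (median -0.45, camera adjusted p = 9.4e-05, adjusted p = 0.651 with an estimated correlation). PECAM1 passed adjusted over the list alone (adjusted p = 0.0447 with limma, 2740 ± 428 against 5133 ± 1102), and 0 passed over all genes tested. Smooth muscle markers were lower in 12 of 16 (median -0.27, camera adjusted p = 0.00526, adjusted p = 0.651 with an estimated correlation). ACTA2 was at 4131 ± 1212 against 7997 ± 1778 and ACTG2 at 304 ± 180 against 1185 ± 613. MYH11 went the other way, at 15670 ± 5474 against 12638 ± 4651 (log2 fold change 0.33). That value ran from 0.0062 without low 3 to 0.58 without low 1 over the single left-out libraries. It turned to -0.16 without both low 2 and low 3. Stromal markers were lower in 13 of 16 (camera adjusted p = 0.0169, adjusted p = 0.687 with an estimated correlation), with TCF21 at 97.2 ± 8.6 against 150.2 ± 8.92, and 5 of these 16 are also on the collagen list. Ciliated cell markers were lower in 17 of 20 (camera adjusted p = 0.0128, adjusted p = 0.728 with an estimated correlation), with CFAP52 at 301 ± 33.2 against 414 ± 45.7. Low 3 carried the highest endothelial score, 0.69. Without low 3 the endothelial list (camera adjusted p = 0.0582, median -0.20) and the stromal list (0.423, median -0.16) were not called. The PECAM1 call was lost without high 1 (0.0542), high 2 (0.199), high 3 (0.183), low 2 (0.135) or low 3 (0.0838), without both low 2 and low 3 (0.522) and without the variance trend (0.0688). The ciliated list was lost without high 2 (0.0663), high 3 (0.264) or low 1 (0.414) and with parity as a covariate (0.0734, median -0.15), and the stromal list without high 2 (0.139) or high 3 (0.107) and with parity (0.154, median -0.21). With both low 2 and low 3 left out the muscle, endothelial and stromal lists were not called. The muscle median stayed at -0.27, the stromal median was -0.045 and the endothelial median turned to 0.025.

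Luminal and glandular epithelial markers did not pass as a group (19 measured, median -0.03, camera adjusted p = 0.794), with CDH1, E-cadherin, at 17387 ± 1853 against 22777 ± 3161. Markers of B and plasma cells (8 of 10 higher, adjusted p = 0.0584) and of T and NK cells (15 of 20 higher, 0.0614) did not pass, with the immunoglobulin joining chain JCHAIN at 4822 ± 1902 against 2551 ± 1285 (log2 fold change 0.96, and 0.22 without both low 2 and low 3). Nor did markers of macrophages, monocytes and dendritic cells (0.365, LAPTM5 at 1693 ± 119 against 2355 ± 405), of the conceptus trophoblast (0.794) or of neutrophils, eosinophils and mast cells (0.894). The last list had a median of 0.05 and a mean of -0.95, with log2 fold changes of -4.75 ± 2.51 for S100A8 and -4.58 ± 2.14 for S100A12. These ran from -6.90 and -6.32 without low 1 to -2.59 and -2.58 without high 2, and were -0.43 and -1.10 without both low 2 and low 3. Erythrocyte markers (3 measured, median -1.26), nerve and Schwann cell markers (4, -0.42), adipocyte markers (4, 0.09) and mesothelial markers (4, 0.34) were too few to test.

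Of the 32 lists, 15 thus passed camera, 14 lower and 1 higher in high prolific sows. Of the same lists, 0 passed with an estimated correlation and 0 with fry, whose smallest adjusted p was 0.451. Other splits of the same sows also gave between 5 and 11 lists by camera with the preset correlation. Fry's mixed test called 2, the calcium channels, pumps and exchangers and the complement list. That count was 0 without high 2 or high 3, 1 without low 2 or low 3, 5 without high 1 and 10 without low 1. Scores of the groups did not overlap in 5 of the 15 lists, the maternal recognition, protease, cytokine, solute carrier and smooth muscle lists (exact permutation p = 0.1 each, the smallest possible), and overlapped in the other 10. The groups nearly touched in the maternal recognition list (0.049 in high 1 and 0.058 in low 1, range 1.16). They did so too in the cytokine list (-0.035 in high 1 and -0.025 in low 2, range 1.07). Among the 14 lists lower in high prolific sows, high 2 had the lowest score in all but the complement, cell cycle and ciliated lists. Without high 2, 12 lists passed. Without low 3, 9 lists passed, and 9 did with parity as a covariate. The 9 without low 3 include lists outside the 15. Lost there were the maternal recognition, interferon, protease, adhesion, cytokine, complement, stromal and endothelial lists. Over all 969 list members adjusted together, 0 genes passed (smallest adjusted p = 0.0670 with limma). Parity itself, fitted beside the group, gave 0 genes past the adjusted threshold and 1343 at an unadjusted p under 0.05 with limma.

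**Figure D3:**
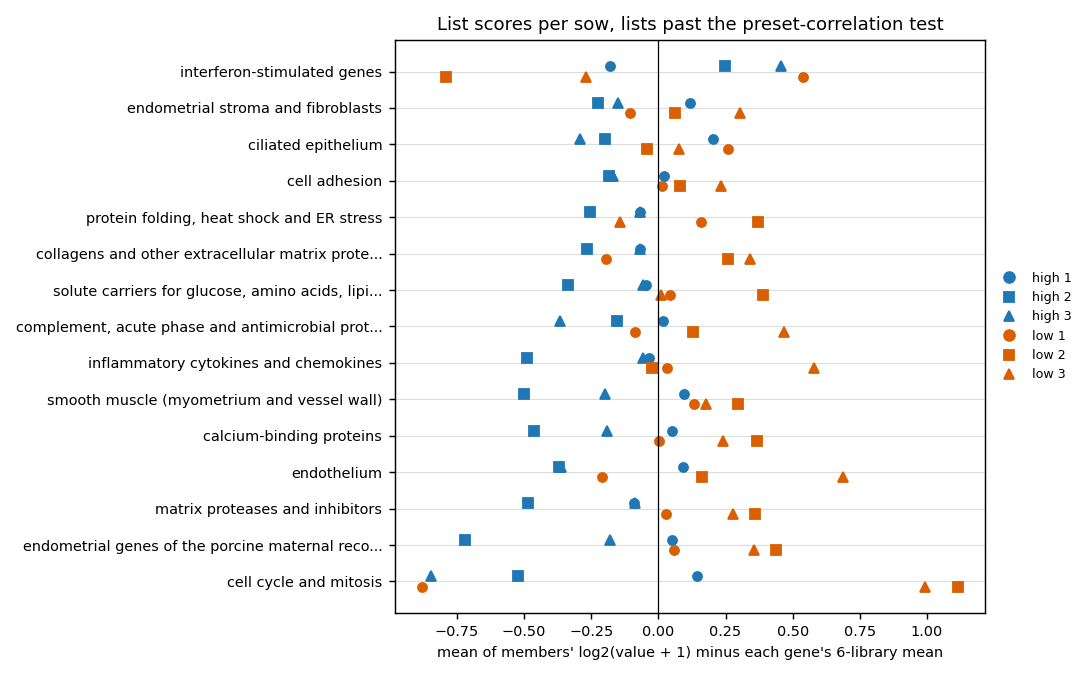
Score per sow of the 15 lists that passed camera with the preset correlation, as the mean over members of log2(value + 1) minus each gene's 6-library mean, in high (blue) and low (orange) prolific sows. The cell cycle score lies at 1.12 and 0.99 in low 2 and low 3 and at -0.88 in low 1, so the sows of one group stand far apart.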

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

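Leaving out both low 2 and low 3 and the filter at a mean of at least 200 were chosen after the data were seen, and all other alternatives before. Of 2377 log2 fold changes of named genes over 18 alternatives, 2360 kept their direction and their side of the threshold, 12 reversed and 5 passed the threshold. With 0 genes past the threshold as reported, a gene could change its side only by passing. The alternatives with no filter and with a mean of at least 5 repeat the reported fit. The 2360 is therefore high in part by construction. The 0 genes called, and 0 called at least 2-fold, became 4 without low 1 and 1 without low 2, with 0 in the other alternatives. The 4 were CCK, LDHD and NXNL2 (6.45, 1.93 and 4.02, higher in high) and ENSSSCG00000040707 (-2.33), and the 1 was ZFYVE28 (-5.29). The 1129 genes at an unadjusted p under 0.05 ranged from 466 (without high 2) to 1872 (without low 1) over the left-out libraries, those higher from 216 to 763, and those lower from 250 to 1109. With both low 2 and low 3 left out they were 631 (328 higher, 303 lower), and library weights gave 894 lower. The same-numbered sows of the 2 groups are not known to be related, and the correlations of their deviations were -0.38, -0.16 and -0.36, so no sow followed its own number. The replicate block gave 615 genes (277 higher, 338 lower) and ended the list-alone calls of SLC8A3, SPP1 in the maternal list, TNFAIP3, IL33 and PECAM1 and the calls of the complement list, by camera and by fry's mixed test (0.756), and of the calcium channels, pumps and exchangers by fry's mixed test (0.539). The 15 lists became 9 with parity as a covariate, 0 with an estimated correlation, 0 with fry's directional test, and between 9 and 16 when single libraries were left out. Some of these counts include lists outside the 15, such as the 16 without high 1 and the 9 without low 3. Calcium-binding proteins and protein folding passed in all 18 alternatives that keep the preset correlation, though the scores of both lists overlapped between the groups. STC1 reversed to -0.73 without high 1, -0.08 without low 1 and -0.22 without low 2, and was 2.19 without low 3 and 1.74 with parity as a covariate. MMP8 ran from -2.78 without high 3 to 0.067 without high 2 over the single left-out libraries, and was -2.95 with library weights. With both low 2 and low 3 left out, ESR1 (-0.30), PGR (-0.051), ATP2B1 (0.042), PTGES (-0.024), IFIH1 (-0.053), TPX2 (0.16), MYH11 (-0.16) and KRT7 (-0.41) reversed, and every list-alone call but those of SLPI and C6 ended. The medians of the interferon-stimulated (-0.33), collagen (0.057), complement (0.105), endothelial (0.025) and cell cycle (0.53) lists reversed too. Fewer libraries are part of each of these changes by construction, and otherwise the cause was not tested. IL33, PECAM1 and SPP1 in the maternal list were no longer called without the variance trend (0.0505, 0.0688 and 0.0667), and IL33 with library weights (0.0505) and parity (0.0588). Scaling moved the median of all genes by at most 0.04. The planned filters removed 0 genes, so they tested nothing, and the planned count tests on recovered reads were not run because whole reads were not recovered. With the depth unknown, counting error could not be separated from the spread between sows.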

Other observations

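All tests in this part were chosen after the results were seen. The genes named here were picked for their values in single sows and stand for no group. The interleukin 1 receptor IL1R1 was at 39163 in low 2, against 9662 in low 3, 7913 in low 1 and between 3890 and 7627 in the high prolific sows. The glucose transporter SLC5A1 was at 14981 and 8194 in low 2 and low 3 and between 1458 and 3110 in the others. TRPV6 was at 25678 and 26888 in these 2 sows, 11187 in high 1 and between 1391 and 3297 in the rest. The gut hormone gene CCK went the other way, at 0.21 and 0.29 in low 2 and low 3 against 63.5 in low 1 and between 86.4 and 138 in the high prolific sows. The interferon-stimulated gene USP18 was at 328 and 468 in low 2 and low 3 and between 1406 and 2462 in the other 4, and the spindle gene TPX2 at 1147 and 712 against 94.7 to 290. Hemoglobin HBB ran from 600 in high 2 to 7672 in low 3, and mast cell and basophil HDC was at 1795 ± 839 in high and 705 ± 567 in low prolific sows, a log2 fold change of 1.56 that was 2.20 without low 1, 0.91 without low 3 and 0.29 without both low 2 and low 3.

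Of the 15 pairs of libraries, low 2 and low 3 had the most genes at least 4-fold outside the other 4 libraries, 29, of which 24 lay above. The next pair, high 2 and high 3, the sows of parity 8, had 7, STC2 among them. The 10 splits of the 6 libraries are too few for a share under 0.05. For genes past the adjusted threshold the real split gave 0 and the highest other 3, and likewise for genes past both limits (at least 2-fold). With a real count of 0 all 10 of the 10 splits give as many by construction, so these 2 counts test nothing. For genes at an unadjusted p under 0.05 the real split gave 1129 and the highest other 1897 (high 1, low 2 and low 3 against the rest), with 3 of 10 as large. For lists past camera the real split gave 15 and the other splits between 5 and 11, with 1 of 10 as large. Camera with the preset correlation thus called lists for every split, so a call alone does not mark the real groups. The splits that place low 2 and low 3 with high 1, or high 2 and high 1 with low 3, give more genes at an unadjusted p under 0.05 (1897 and 1771) than the real one, and more genes whose groups do not overlap (2825 and 2931 against 1926), though fewer lists (11 and 8), which points to a structure of the samples beside the groups.

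The first pattern is the spread of the cell cycle list between sows, from -0.88 in low 1 to 1.12 in low 2. Parity as the whole cause is argued against by low 1 and low 2, both of parity 7, which differed by a median of 1.89 log2 units over 33 members (quartiles 1.15 and 3.25, 32 members higher in low 2). The other pairs of equal parity differed less, low 3 and high 1 (parity 5) by 0.94 and high 2 and high 3 (parity 8) by 0.34. The epithelial marker score had a range of 0.29 over the 6 libraries, against 2.00 for cell cycle. It was -0.03 and -0.13 in low 2 and low 3, so it did not rise there with cell cycle. Its members went both ways, 9 higher and 10 lower in high prolific sows, and their spread was not tested. A larger share of epithelium therefore stays open. Prolificacy as the whole cause is argued against by the same 1.89 log2 units, since low 1 and low 2 were both low prolific. The cell cycle score did not separate the groups (exact permutation p = 0.4). A difference in the stage of the conceptus or in its estrogen signal may be behind the spread and was not tested.

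STC1 was at 11641 and 9814 in high 1 and low 3, the 2 sows of parity 5, and between 350 and 727 in the other 4.

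The second pattern is the lower smooth muscle list in high prolific sows, where less muscle in the sampled tissue is a candidate explanation. The 3 most abundant markers, CALD1, TPM1 and MYH11, differed by 0.11 log2 units on average (95% interval -0.29 to 0.50), above the list mean of -0.40 but with an interval that reaches past the list median of -0.27. CALD1 and TPM1 are also expressed by stromal cells, which keeps the explanation open. A change in the contractile genes of vessel walls was not tested.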
